# MicroRNAs of *Bombyx mori *identified by Solexa sequencing

**DOI:** 10.1186/1471-2164-11-148

**Published:** 2010-03-03

**Authors:** Shiping Liu, Dong Li, Qibin Li, Ping Zhao, Zhonghuai Xiang, Qingyou Xia

## Abstract

**Background:**

MicroRNA (miRNA) and other small regulatory RNAs contribute to the modulation of a large number of cellular processes. We sequenced three small RNA libraries prepared from the whole body, and the anterior-middle and posterior silk glands of *Bombyx mori*, with a view to expanding the repertoire of silkworm miRNAs and exploring transcriptional differences in miRNAs between segments of the silk gland.

**Results:**

With the aid of large-scale Solexa sequencing technology, we validated 257 unique miRNA genes, including 202 novel and 55 previously reported genes, corresponding to 324 loci in the silkworm genome. Over 30 known silkworm miRNAs were further corrected in their sequence constitutes and length. A number of reads originated from the loop regions of the precursors of two previously reported miRNAs (bmo-miR-1920 and miR-1921). Interestingly, the majority of the newly identified miRNAs were silkworm-specific, 23 unique miRNAs were widely conserved from invertebrates to vertebrates, 13 unique miRNAs were limited to invertebrates, and 32 were confined to insects. We identified 24 closely positioned clusters and 45 paralogs of miRNAs in the silkworm genome. However, sequence tags showed that paralogs or clusters were not prerequisites for coordinated transcription and accumulation. The majority of silkworm-specific miRNAs were located in transposable elements, and displayed significant differences in abundance between the anterior-middle and posterior silk gland.

**Conclusions:**

Conservative analysis revealed that miRNAs can serve as phylogenetic markers and function in evolutionary signaling. The newly identified miRNAs greatly enrich the repertoire of insect miRNAs, and provide insights into miRNA evolution, biogenesis, and expression in insects. The differential expression of miRNAs in the anterior-middle and posterior silk glands supports their involvement as new levels in the regulation of the silkworm silk gland.

## Background

Following their initial discovery in worms, an increasing number of 18-30 nt-sized small RNAs have been identified as crucial regulatory molecules in multicellular organisms, animal viruses, and unicellular organisms [1-7]. Identification of abundant miRNAs and other small regulatory RNAs in different organisms is critical in improving our understanding of genome organization, genome biology, and evolution [8]. The silkworm, *Bombx mori *(*B. mori*), an important model organism used to investigate several fundamental biological phenomena (including development, gene regulation, and morphological innovation [9]), has been employed for silk production for about 5,000 years. The recently sequenced *B. mori *is the first lepidopteran insect genome that provides a resource for comparative genomics studies, facilitating our understanding of insect evolution [10]. The latest miRNA database release (miRBase 14.0) presents 91 silkworm miRNAs and two so-called miRNA* sequences originating from the RNA hairpin arm opposite the annotated mature miRNA-containing arm [2,11]. However, some of these miRNAs have been identified solely on the basis of sequence similarity to known orthologs, and have never been confirmed experimentally. Furthermore, the total number of silkworm miRNA genes is significantly lower than that in fruit fly (152) and human (701), and it is likely that further miRNAs remain to be discovered in the silkworm.

To extend the known repertoire of small regulatory RNAs expressed in the silkworm, we constructed and sequenced three small RNA libraries prepared from the whole body (WB) as well as the anterior-middle and posterior silk glands (AMSG and PSG) of day-3 fifth instar larvae. The silk gland of *B. mori *is differentiated into anterior, middle, and posterior sections [12,13]. Expression of all sericin genes is limited to the anterior and middle parts of the middle silk gland [14,15], whereas the fibroin genes are expressed exclusively in the posterior silk gland [16,17]. Both sericin and fibroin genes are topologically and temporally regulated at the transcriptional level in a concerted manner during larval development [18,19]. The spatial distribution of miRNAs may contribute to the mechanistic understanding of concerted silk protein synthesis. Each library was individually sequenced, and generated more than 5 million short reads, resulting in a total of 36 million reads, of which 1,819,103 were miRNA reads. The newly identified miRNAs significantly enhance our knowledge of insect miRNA species and provide insights into miRNA evolution, biogenesis, and expression in insects.

## Results

### Overall complexity of small RNA pools between the libraries

We obtained raw data by sequencing three small RNA pools of the whole silkworm body from 5th-instar day-3 larvae, and anterior-middle and posterior silkworm silk glands, using the latest sequencing Solexa technology [8,20], filtered the low quality reads according to base quality value, trimmed the adaptor sequence at the 3' primer terminus, cleaned up 5' adaptor contaminants formed by ligation, and finally collected the small RNAs and analyzed size distribution. 

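Each of the 3 tissues is represented by 1 small RNA library, made from the 16-30 nt RNA fraction of day-3 larvae of instar 5 with 15 cycles of amplification and read to 35 nt. The sample labels name 1 library anterior silk glands, and it is taken as the anterior-middle silk gland of the paper because the other libraries are labelled whole body and posterior. The deposited count tables give, for every distinct tag, the number of identical reads that remained after the authors had removed low-quality reads and adaptors. They hold 2,505,600 clean reads of at least 18 nt in the whole body (379,513 tags), 11,829,424 in the anterior-middle silk gland (1,268,622 tags) and 10,728,452 in the posterior silk gland (801,418 tags), which are the totals of the authors' filtration logs. The tables precede the match to the genome and the removal of rRNA, tRNA and repeat reads, and neither step was repeated here. Reads on miRNAs were counted by searching every tag of 18 to 30 nt without mismatch in the hairpin sequences of Additional file 3, of which 256 miRNA genes at 323 loci were used (257 genes at 324 loci in the paper). A tag counts for the arm that holds its midpoint, and for each hairpin where it lies in several, which concerns 1.29%, 2.05% and 2.13% of the hairpin reads of the 3 libraries in that order. Shares of reads carry 95% Wilson intervals. These cover counting error only, because reads amplified by PCR without molecular barcodes are not independent molecules. With 1 library per tissue, no difference between tissues has a replicate check.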

The raw data and processed files of the three libraries have been deposited in NCBI's Gene Expression Omnibus (GEO) [21,22] under accession number GSE 17965. For analysis, all identical sequence reads in each small RNA library were grouped and converted into unique sequences with associated counts of the individual reads. The flow results of data filtration for the three libraries are presented in Additional file 1. The total number of raw sequence reads in the whole body small RNA library is 5,467,768, comprising 2,848,263 low-quality reads (52.09%) and 2,619,505 high-quality reads (47.91%). 

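The same logs list 13,936,245 high-quality reads among 15,141,684 raw reads in the anterior-middle silk gland and 14,056,053 among 15,345,206 in the posterior silk gland, so low-quality reads made up 7.96% and 8.40% there. Inserts under 18 nt were more frequent in the glands, with 12.7% (1,770,096) and 22.4% (3,147,115) of the high-quality reads against 3.39% (88,853) in the whole body. Clean reads of at least 18 nt were 84.9% and 76.3% of the high-quality reads in these glands. Most tags had been read a single time: 76.4% of the tags in the whole body, 73.5% in the anterior-middle silk gland and 72.6% in the posterior silk gland.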

The majority of high-quality reads in this library (95.65%) were longer than 18 nt, and used to map the silkworm genome assembly (build 2) using the SOAP program [23], leading to 1,844,635 genome-matched reads (73.78%). All clean reads of at least 18 nt were divided into different categories of small RNAs. The length distribution of high-quality reads was different among the three RNA libraries (Additional file 2). For example, some 778,343 (30.06%) sequences in the whole body are canonical 22 nt miRNAs, while 1,677,919 and 1,142,967 reads meet this length in the two silk gland libraries, accounting for 12.35% and 8.27% of the respective high-quality reads. 

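Recounted from the length tables, reads of 22 nt were 30.1% of all reads of at least 10 nt in the whole body (95% interval 30.0% to 30.1%), 12.3% in the anterior-middle silk gland (12.3% to 12.4%) and 8.27% in the posterior silk gland (8.26% to 8.29%). With clean reads of at least 18 nt as the denominator, the posterior silk gland moved most, to 10.7%. Among these clean reads 22 nt was the most frequent length in the whole body and the anterior-middle silk gland, and 19 nt in the posterior silk gland (1,810,283 reads). In the anterior-middle silk gland 22 nt did not stand out, with 1,677,879 reads against 1,674,906 of 20 nt and 1,654,365 of 21 nt. Reads of 26 to 29 nt formed a further group in the whole body, where they were 28.7% of the reads of at least 10 nt, against 10.6% in the anterior-middle silk gland and 6.02% in the posterior silk gland.

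**Figure D1:**
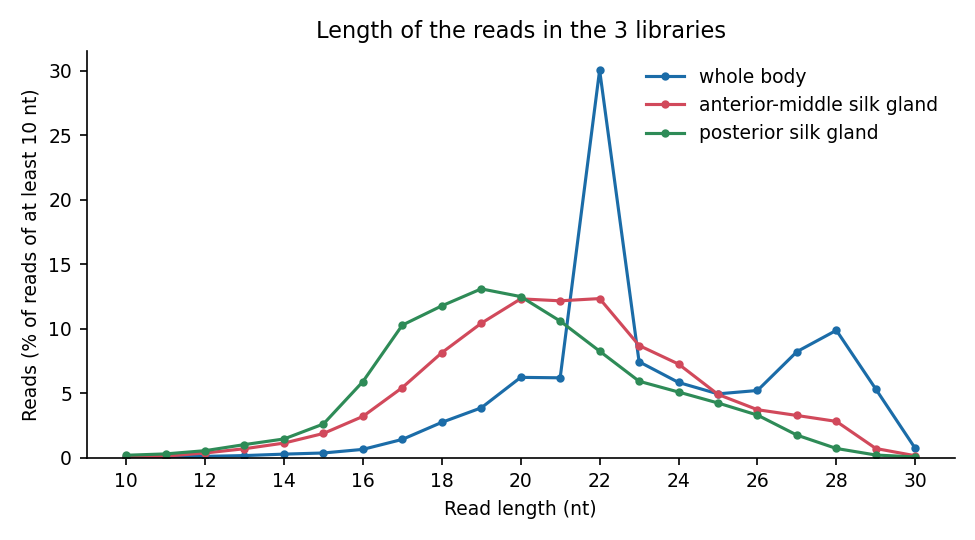
Reads of each length from 10 to 30 nt as a percentage of all reads of at least 10 nt, 1 line per library. The whole body peaks at 22 nt with 30.1% and rises again at 26 to 29 nt, while the posterior silk gland is highest at 19 nt.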

A significant fraction of the clean reads was derived from putative degradation products of rRNAs, tRNAs, small nuclear RNAs, and other non-coding RNAs (27.38%). Another two large fractions were derived from unannotated genome sites (20.13%) and highly repeated sequences in the genome (20.57%). Substantial portions (2.58% and 2.18%) matched the exons and intergenic regions of protein-coding genes, respectively. In all, 680,406 reads (27.16% high-quality clean reads) were finally screened as miRNA candidates in the whole body small RNA library, and submitted for subsequent analyses. Similarly, the total sequence reads of potential miRNAs in the two silk gland libraries were 920,194 and 315,535, accounting for 7.78% and 2.04% of high-quality clean reads, respectively. 

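By exact match to the listed hairpins, 686,172 clean reads of the whole body (27.4%, 95% interval 27.3% to 27.4%), 985,791 of the anterior-middle silk gland (8.33%, 8.32% to 8.35%) and 227,096 of the posterior silk gland (2.12%, 2.11% to 2.13%) were miRNA reads. The choice that moved these shares most was the denominator: over the genome-matched reads that Additional file 1 gives, the whole body reached 37.1%.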

Investigation of unique reads in the whole body and anterior-middle and posterior silk gland libraries revealed that the largest fractions were attributable to unannotated small RNAs (49.89%, 52.70% and 56.69% of high-quality clean reads, respectively). 

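The miRNA reads belong to 964 distinct tags in the whole body, 2,414 in the anterior-middle silk gland and 1,341 in the posterior silk gland. Relative to all distinct tags of at least 18 nt in each library, these are 0.254%, 0.190% and 0.167%.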

Upon addition of the known and unannotated miRNA loci, the unique sequence reads of candidate miRNAs in the three libraries were estimated as '923', '2,355' and '1,586', accounting for only 2.43%, 1.81%, and 1.98% of the respective high-quality clean unique reads. After successive filtering of these data sets, we identified 257 unique miRNA genes comprising 55 known and 202 novel genes, which collectively correspond to 324 independent genomic loci (Additional file 3). 

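Of the 256 miRNA genes used, 196 had at least 1 read in the whole body, 249 in the anterior-middle silk gland and 217 in the posterior silk gland, and all 256 had a read in at least 1 library. In 250 of them, at least 1 library gave 5 reads or more. More than 1 locus is listed for 29 of the genes.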

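Additional file 7 marks as known 54 of the miRNA genes used. Their hairpins held 664,895 reads in the whole body, 727,342 in the anterior-middle silk gland and 178,448 in the posterior silk gland, which is 96.9%, 73.8% (95% interval 73.7% to 73.9%) and 78.6% (78.4% to 78.7%) of the hairpin reads. Of the distinct hairpin tags they held 46.6% (449), 36.9% (891) and 42.4% (569) in the same order. The result depends on which hairpins count as known: over the 51 hairpins of Additional file 9, a choice made after seeing the data, the share of reads was 46.0% in the anterior-middle silk gland and 47.4% in the posterior silk gland. Most of this gap is bmo-mir-306 (189,884 and 53,257 reads in these glands) and bmo-mir-100 (64,906 and 13,529), which the legend of Additional file 3 counts among new miRNAs. In the whole body, 91.4% of the hairpin reads came from bmo-mir-1 alone.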

Notably, however, the majority of total or unique reads in this category in the three libraries were derived from annotated miRNA hairpins. The sequence reads and hairpin structures of all sequenced miRNAs in the whole body, anterior-middle silk gland, and posterior silk gland are detailed in Additional files, 4, 5, and 6, respectively. Reads counts and genomic distribution categories of the conserved and silkworm-specific miRNAs were summarized in Figure 1.

**Figure 1:**
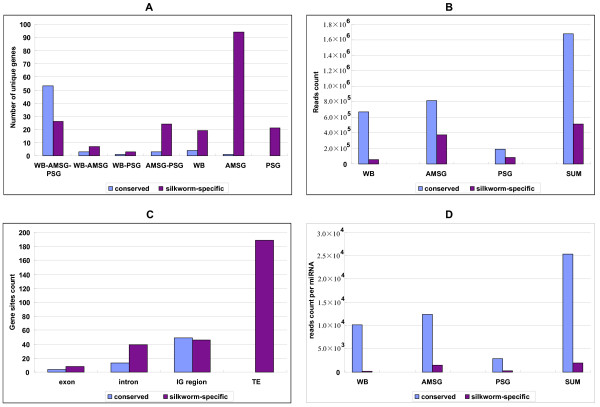
**Reads counts and genomic distribution of the conserved and silkworm-specific miRNAs**. (A) Detection of conserved and silkworm-specific miRNAs in the three libraries. (B) Genomic distribution of the conserved and silkworm-specific miRNAs. (C) Comparison of total reads count of the conserved and silkworm-specific miRNAs. (D) Averaged reads count per miRNAs. WB, whole silkworm body; AMSG, anterior-middle silk gland; PSG, posterior silk gland; WB-AMSG-PSG, across the three libraries.

### The majority of known silkworm miRNAs are conserved across species

To date, only 94 miRNAs of *Bombyx mori *have been reported (Additional file 7) [24-30], and are available from latest miRBase database (Release 14.0) [31]. Some of these miRNAs were identified based solely on sequence similarity to known orthologous miRNAs, and have never been confirmed experimentally (Additional file 7) [24,26,32]. Here, we present evidence to support the authenticity of 55 known miRNAs. The remaining 39 known miRNAs, including bmo-mir-124 and bmo-mir-1926, were not successfully sequenced, possibly because of low expression levels or stage-/tissue-specific transcription. 

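None of the libraries holds a tag with the listed sequence of bmo-mir-124, TAAGGCACGCGGTGAATGCCAAG, or a tag that contains the 17 nt within it. No tag lies in the hairpin of bmo-mir-1926 either, taken as the reverse complement of that of bmo-mir-927. A count of 0 leaves an upper limit of 3 counts, which is 1.20 RPM (reads per 1,000,000 clean reads) in the whole body, 0.254 in the anterior-middle silk gland and 0.280 in the posterior silk gland, so lower levels are not detectable at this depth. The paper proposes low expression, or transcription limited to a stage or tissue, for the miRNAs without reads.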

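The conserved block of Additional file 13 has 65 miRNA genes in the list used. Reads were found for 61 of them in the whole body, 62 in the anterior-middle silk gland and 58 in the posterior silk gland. All 3 libraries had reads of 55 genes, and 1 or 2 libraries had reads of the other 10. A minimum of 5 reads moved the former most, to 48, and drawing the silk gland libraries down to the clean reads of the whole body the latter, to 14 (median of 100 draws).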

In total, 10 conserved miRNAs were firstly identified in the silkworm, 54 conserved miRNAs were sequenced in all three RNA libraries, while 12 were detected in only one or two small RNA libraries (Figure 1A; Additional file 7). For example, bmo-miR-133, miR-137, and miR-932 were identified in the whole body, but not in the anterior-middle and posterior silk gland, opposite to the patterns shown by bmomiR-285, miR-929, and miR-9b. 

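The counts behind these differences are low. bmo-miR-133 had 6 reads in the whole body and 0 in the silk glands, and its 2.39 RPM lie above the limits of 0.254 and 0.280 that a count of 0 leaves there. bmo-miR-137 and bmo-miR-932 had 1 read each in the whole body (0.399 RPM) and 0 in both silk gland libraries, and a single read leaves their level in the whole body open. In the opposite direction, bmo-miR-285 had 0, 86 and 5 reads in the whole body, the anterior-middle and the posterior silk gland. Its 7.27 RPM in the anterior-middle silk gland exceed the limit of 1.20 for the whole body, whereas its 0.466 in the posterior silk gland do not. With 4 and 1 reads for bmo-miR-929 and 1 read in each gland library for bmo-miR-9b, an absence from the whole body could not be detected at this depth.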

Sequence comparisons between silkworm miRNA candidates and other miRNAs present in miRBase (miRBase 14.0) revealed that 23 silkworm miRNAs (including the new homolog of dme-miR-33) are widely distributed in over 20 species from invertebrates to vertebrates, 13 (including the novel homolog of lgi-miR-1175) are evolutionarily conserved throughout invertebrates, 32 (including 7 new sequences) exist only in the Insecta, and 37 known miRNAs (bmo-mir-1920, mir-1921, mir-1923, mir-1926 and 34 latest members) are presently confined to *B. mori *(Additional file 7). All conserved silkworm miRNAs were classified into known families or currently undefined groups on the basis of sequence similarity (Additional file 8). Various families of these miRNAs may have evolved for purposes as diverse as the phyla in which they occur. The identification of conserved miRNAs as potential phylogenetic markers raises the possibility that miRNAs serve as rapid evolutionary signaling molecules.

We observed heterogeneity at the 5' and 3' ends of sequenced tags derived from the same arms of the known miRNAs; strikingly, the 3' ends showed stronger heterogeneity than the 5' ends. 

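For every hairpin arm of the known miRNAs of Additional file 9 with at least 100 reads, the reads off the most frequent 5' end and off the most frequent 3' end were counted. The median share off the main 5' end was 0.982% over 25 arms in the whole body (95% order-statistic interval 0.445% to 2.45%), 2.61% over 45 arms in the anterior-middle silk gland (1.45% to 3.94%) and 2.88% over 31 arms in the posterior silk gland (1.19% to 5.30%). At the 3' end the medians were 25.8% (18.7% to 49.8%), 27.8% (22.9% to 40.7%) and 35.4% (27.8% to 53.2%). The 3' end was the more variable one on 22, 41 and 29 of these arms. Weighing each tag once in place of its reads moved the medians most, in the anterior-middle silk gland to 55.0% at the 5' end and 73.3% at the 3' end.

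**Figure D2:**
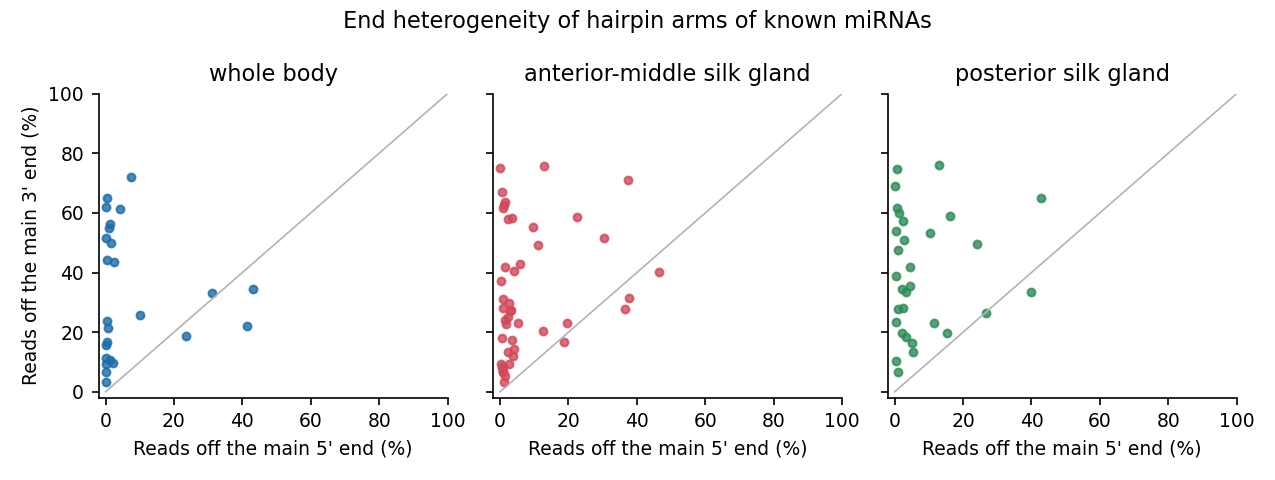
Share of the reads of an arm off its most frequent 5' end (horizontal axis, %) against the share off its most frequent 3' end (vertical axis, %), 1 point per hairpin arm with at least 100 reads and 1 panel per library, with the line of equal shares. Points above the line, 22 of 25, 41 of 45 and 29 of 31, are more variable at the 3' end.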

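Among the reads of the 5' arm of bmo-mir-263a (4,174 in the whole body, 165,708 in the anterior-middle and 66,738 in the posterior silk gland), AATGGCACTGGAAGAATTCACGGG was the most frequent tag with 44.6%, 71.2% and 71.6%, while the miRBase sequence AATGGCACTGGAAGAATTCAC had 1.27%, 0.455% and 0.387%. For bmo-let-7a, TGAGGTAGTAGGTTGTATAG took 88.7%, 91.5% and 93.1% of the arm reads in the same order and the miRBase sequence TGAGGTAGTAGGTTGTATAGT 2.06%, 1.51% and 0.986%. bmo-mir-317 had no exact read of AGTGAACACAGCTGGTGGTATC in any library, below limits of 0.282%, 0.0406% and 0.315% of the arm reads. Its most frequent tag in the whole body, TGAACACAGCTGGTGGTATCTCA with 274 of 1,065 arm reads (25.7%, 95% interval 23.2% to 28.4%), ranked 3 in the anterior-middle silk gland with 16.1% and 2 in the posterior silk gland with 19.7%.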

As exemplified by bmo-miR-263a, let-7a, and miR-317 in Figure 2, the highlighted isoform of mature sequences is more highly accumulated in the three libraries than is the previously annotated sequence, and should be regarded as the final functional molecule. Similarly, over 30 known silkworm miRNAs were refined based on sequencing reads (Additional file 9). 

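Additional file 9 gives 53 annotated sequences of miRBase 14.0 on 51 of the hairpins used, and 52 of them have reads on their arm. Summed over the libraries, the most frequent tag of the arm was another sequence than the annotated one for 36 of the 52. Of these, 20 kept the 5' end of the annotated sequence and 16 started at another base. For 16 of the 52 there was no exact read of the annotated sequence, and the remaining 1 of the 53, that of bmo-mir-9b, had no read on its arm. Taken library by library, the most frequent tag differed for 33 of 49 arms with reads in the whole body, 34 of 48 in the anterior-middle silk gland and 34 of 46 in the posterior silk gland. On arms with at least 10 reads it differed for 31 of 44. From the reads of such isoforms, the paper reasons that the sequence found most often is the functional molecule and that the annotation can be refined accordingly.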

The miRBase annotations of silkworm miRNAs may thus be improved based on the most frequently sequenced miRNA isoforms. Nevertheless, some annotated miRNAs and highest reads were not derived from the same arms of the hairpin precursors, as illustrated by bmo-mir-10, bmo-mir-276, and bmo-mir-281 (Figure 3, Additional file 9). Accordingly, we postulate that these miRNA precursors produce functional molecules on both arms in one or more cell types in the silk gland or other tissues of the silkworm. 

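The 5' arm of bmo-mir-10, which holds the annotated sequence, had 1,473 of 4,210 arm reads in the whole body (35.0%, 95% interval 33.6% to 36.4%), 24.2% in the anterior-middle silk gland (22.5% to 25.9%) and 36.7% in the posterior silk gland (32.5% to 41.0%). The annotated 5' arm of bmo-mir-276 had 0.608% of 7,900 reads, 9.07% of 75,765 and 7.27% of 11,011 in the same order. On bmo-mir-281 the 5' arm, the star arm in the paper, had 98.6%, 99.3% and 99.7% of the reads. No interval of these shares includes 50%.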

Following identification by cloning [26], bmo-mir-1920 and mir-1921 exhibit sequential degradation from the 5' to 3' ends, and low levels of the annotated mature sequences accumulate in the three libraries (Additional file 10). Actually, a small number of reads originating from the loop regions exist in our sequencing data, but they should be by-products of processing. Well-established known miRNAs tend to show high numbers of reads for the miR and miR* sequences, and very small numbers or no reads elsewhere. 

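On the known hairpins of Additional file 9, reads that overlap neither the listed miRNA nor its star over most of their length were 2 of 660,831 in the whole body, 51 of 454,228 in the anterior-middle silk gland (0.0112%, 95% interval 0.00854% to 0.0148%) and 19 of 107,744 in the posterior silk gland (0.0176%, 0.0113% to 0.0275%). No such read was found on 46 of 47 hairpins with reads in the whole body, 43 of 48 in the anterior-middle silk gland and 41 of 46 in the posterior silk gland.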

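On the bmo-mir-1920 hairpin of 90 nt, 23 reads in the whole body, 1,483 in the anterior-middle silk gland and 2,221 in the posterior silk gland started at 14, 58 and 60 different positions. The most frequent start held 21.7% (95% interval 9.66% to 41.9%), 18.4% (16.5% to 20.5%) and 16.8% (15.3% to 18.5%) of them. The 1,121, 8,143 and 7,400 reads on bmo-mir-1921 started at 44, 59 and 56 positions, and the most frequent start held 19.5% (17.3% to 22.0%), 10.3% (9.65% to 11.0%) and 9.26% (8.62% to 9.94%). Counting starts within 2 nt of it moved the share most, to 52.2% for bmo-mir-1920 in the whole body, where it rests on few reads. On the other known hairpins with at least 100 reads the median share of the most frequent start was 97.5% over 23 hairpins, 90.3% over 34 and 94.2% over 27, and the lowest single values were 49.7% (bmo-mir-10), 53.2% (bmo-mir-2a-1) and 45.8% (bmo-mir-278). The annotated sequence of bmo-mir-1920 had 1, 18 and 32 reads. That of bmo-mir-1921 had 0, below limits of 0.268%, 0.0368% and 0.0405% of the hairpin reads.

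**Figure D3:**
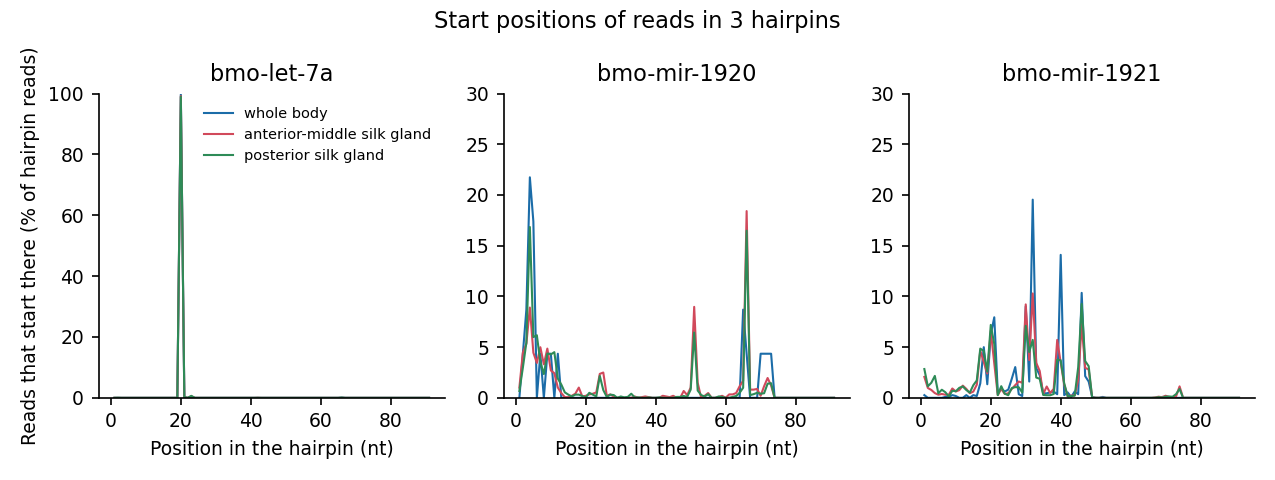
Reads that start at each position (nt) of the hairpins of bmo-let-7a, bmo-mir-1920 and bmo-mir-1921 as a percentage of the reads on that hairpin, 1 line per library. The vertical axis ends at 100% for bmo-let-7a and at 30% for the others, where the most frequent start holds 9.26% to 21.7%.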

Now, we find bmo-mir-1920 and mir-1921 suspicious with respect to being real miRNAs when we see significant numbers of overlapping reads tiling a whole region.

**Figure 2:**
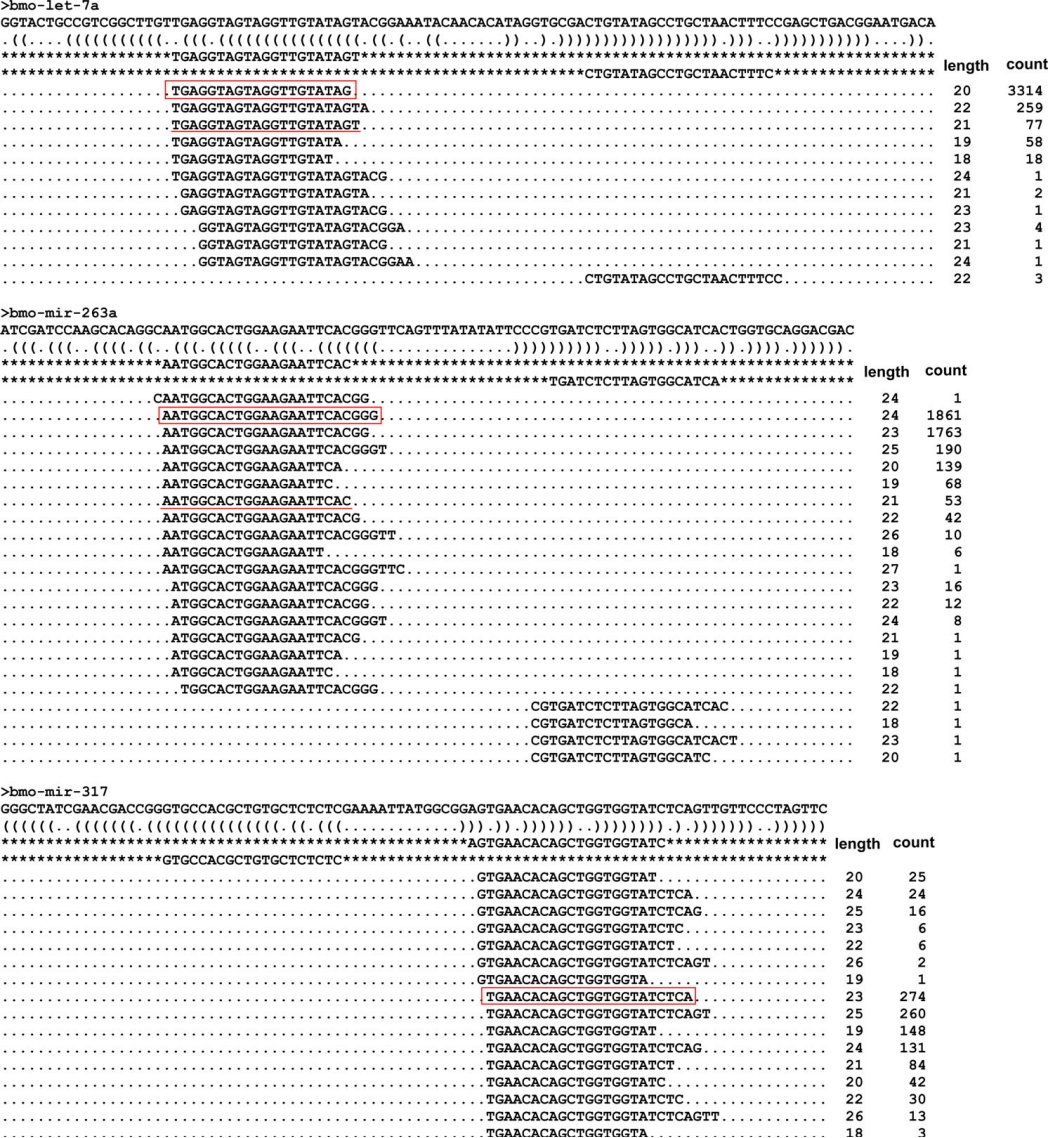
**Heterogeneity at the 5' and 3' ends of the sequenced tags**. Pre-miRNAs, structures, and multiple isoforms of expressed mature bmo-mir-263a, bmo-let-7a and bmo-mir-317 sequences and their read counts are shown. Underlined sequences are annotated in miRBase 14.0. The boxed sequences have the highest read counts. The annotated mature sequence of bmo-mir-317 was not identified, while the maximal sequence in the whole body was strongly accumulated in the two other libraries, and consequently regarded as the most active isoform.

**Figure 3:**
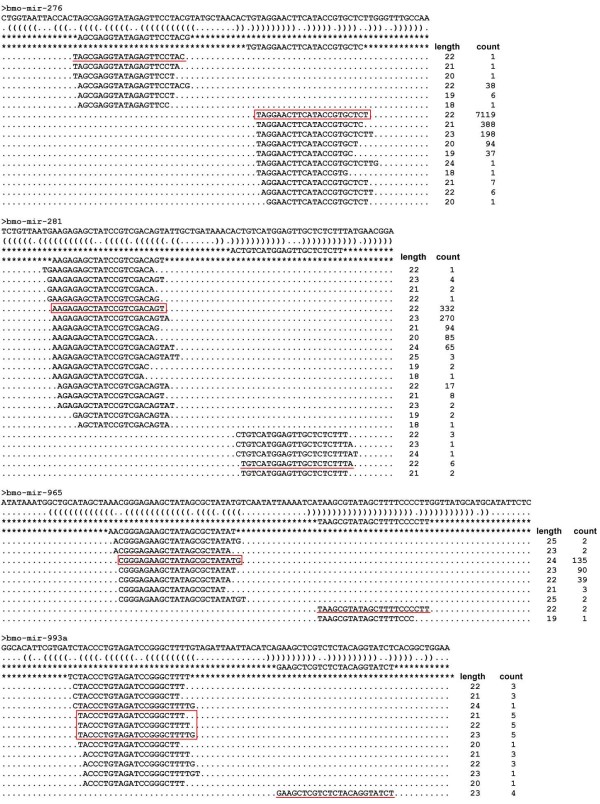
**Annotated miRNA and maximal sequences from different arms of the precursors**. The sequencing reads of four miRNAs in the whole body are depicted. Underlined sequences are the annotated mature sequences while the boxed sequences represent the maximum.

In all, 26 conserved miRNAs are closely clustered as polycistronic transcripts (<2.5 kb) (Additional file 11). Clusters 1-8 constitute conserved miRNAs, whereas clusters 9-12 comprise conserved and silkworm-specific miRNAs. All clustered miRNAs have different total read counts in any one of the three libraries. For example, the read counts of bmo-miR-275 are almost 10-fold greater than those of bmo-miR-305 in the anterior-middle and posterior silk gland, but only two-fold greater relative to the whole body. 

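Within 1 library a ratio of counts needs no scaling. bmo-miR-275 had 77 reads and bmo-miR-305 46 in the whole body, a ratio of 1.67 (95% interval 1.16 to 2.41), against 7,351 and 838 reads in the anterior-middle silk gland (8.77, 8.17 to 9.42) and 1,225 and 121 in the posterior silk gland (10.1, 8.40 to 12.2). Counting only the most frequent tag of each moved the ratio most, to 21.6 in the anterior-middle silk gland. The clusters of Additional file 11 with at least 2 different genes in the list number 19. No genes had equal counts in 15 of them in the whole body, 17 in the anterior-middle silk gland and 15 in the posterior silk gland. The equal counts elsewhere are of genes with at most 2 reads or of hairpins that hold the same tags, such as bmo-mir-2851-1 and bmo-mir-2851-2 with 4, 31 and 7 reads each and 0 on a tag of their own, which the counting makes equal. Where every gene of a cluster had more than 3 reads, the highest count over the lowest had a median of 8.17 over 15 clusters, 8.00 over 17 and 11.6 over 13.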

The majority of clustered miRNAs are derived from unique regions of the genome and, in general, are coordinately regulated. In cluster 6, bmo-miR-216 is intergenic, whereas other members of the cluster are intronic. The read count of bmo-mir-216 is far lower than those of intronic miRNAs in this cluster, and the miRNAs are thus unlikely to be coordinately regulated. 

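bmo-miR-216 had 9 reads in the whole body, 350 in the anterior-middle silk gland and 24 in the posterior silk gland. Its neighbours had more in every library: bmo-miR-12 had 271, 6,555 and 278 reads and bmo-miR-283 had 62, 2,293 and 178. The 3 hairpins lie on the same strand of nscaf2891, with bmo-mir-216 at 689317 to 689458 between bmo-mir-12 at 688510 to 688599 and bmo-mir-283 at 690173 to 690255 (Build2). Both neighbours are listed in BGIBMGA008150_intron-5. bmo-mir-216 is listed as intergenic, although these coordinates place it between them. For bmo-mir-216, Additional file 3 gives 8, 0 and 17 reads in the 3 libraries in that order. From its intergenic place and its lower count, the paper proposes that these miRNAs are unlikely to be regulated together.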

Seven families of conserved miRNAs, including four clusters described above (2, 4, 7, and 8), have paralogs in the silkworm genome (mir-2, mir-993, mir-9, mir-92, mir-263, mir-279, and mir-989) (Figure 4). Significant differences were seen between the read counts of clustered paralog miRNAs across the three libraries (Additional file 12). 

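Taken arm by arm in the whole body, bmo-mir-10 had 47.5 times the reads of bmo-mir-993a on the 5' arm and 684 times on the 3' arm, and 11.2 and 547 times those of bmo-mir-993b. In the anterior-middle silk gland the ratios on the 5' arm were 116 and 26.3. Where a bmo-mir-993 arm had 3 reads or fewer the ratio is a lower bound: at least 605-fold on the 3' arm of the anterior-middle silk gland for both, and at least 60.0-fold (5' arm) and 104-fold (3' arm) in the posterior silk gland. Over both arms the ratio to bmo-mir-993b was 31.0 (95% interval 26.1 to 36.7) in the whole body and 95.8 (64.7 to 142) in the anterior-middle silk gland.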

In paralog 1, both arms of bmo-mir-10 produced over a 10-fold greater number of mature molecules than did bmo-mir-993a and mir-993b. Both mir-10 and mir-993b were confirmed in the three libraries, but mir-993a was absent in the posterior silk gland. 

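bmo-mir-993b had 136 reads in the whole body, 25 in the anterior-middle silk gland and a single read in the posterior silk gland. For bmo-mir-993a the counts were 35, 5 and 0. In the posterior silk gland these paralogs therefore differ by 1 read, and a difference between them was not detectable there.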

The five members in paralog 2 or cluster 10 produced miRNAs from the 3' arms and star sequences from the 5' arms. However, neither miRNAs nor miRNAs* were equally accumulated in each library, and the star sequences of bmo-mir-2a-1 abnormally outnumbered miRNA sequences in the whole body. 

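On bmo-mir-2a-1 the 5' arm had 159 reads and the 3' arm 120 in the whole body, so that 57.0% were star reads (95% interval 51.1% to 62.7%). In the anterior-middle silk gland the counts were 204 and 666 (23.4%, 20.8% to 26.4%) and in the posterior silk gland 47 and 216 (17.9%, 13.7% to 23.0%). bmo-mir-2a-2 had 0 and 39, 7 and 464, and 1 and 140 reads on its 5' and 3' arms in the same libraries, and bmo-mir-13b 0 and 31, 2 and 278, and 0 and 25. bmo-mir-13a had reads on the 3' arm only, 6, 49 and 19. Reads on tags of their own were 248, 528 and 157 for bmo-mir-2a-1 and 8, 129 and 35 for bmo-mir-2a-2. The other reads of these hairpins are on shared tags. As bmo-mir-2a-2 has few reads on its 5' arm, the shared reads are mostly of the 3' arm and lower the star share of bmo-mir-2a-1. All 5 miRNAs of the family had more reads on the 3' arm than on the 5' arm in every library, with the exception of bmo-mir-2a-1 in the whole body.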

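bmo-mir-263b had 10 reads in the whole body, 28 in the anterior-middle silk gland and 9 in the posterior silk gland. The reads of bmo-mir-263a, over both arms, exceeded these 418-fold (95% interval 227 to 770), 5,926-fold (4,100 to 8,566) and 7,419-fold (3,903 to 14,103).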

The read counts of bmo-miR-263a were at least 1000-fold higher than those of bmo-miR-263b in each library. The data collectively indicate that both paralogs and clusters are not prerequisites for the coordinate transcription and accumulation of miRNA genes.

**Figure 4:**
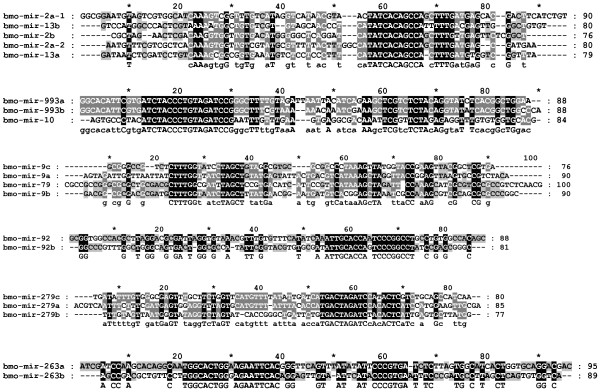
**Sequence alignment of precursors of conserved paralogous miRNAs**. The precursors were aligned using the CLUSTAL X program, and then highlighted with GeneDoc.

### The miRNA depot of *Bombyx mori *is greatly enriched by newly identified miRNAs

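The hairpins used carry 289 distinct sequences listed as the product of a 5' or 3' arm. Of these, 284 occur as an exact tag in at least 1 library, 170 in the whole body, 259 in the anterior-middle silk gland and 183 in the posterior silk gland.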

In total, 209 unique miRNA and 87 star sequences were identified in this study (see Additional file 3). Sequence comparisons between the silkworm candidates and miRNAs of other organisms present in miRBase (miRBase 14.0) revealed that 11 novel silkworm miRNAs were orthologous to those identified in other species (Additional file 7) whereas most unique miRNAs displayed no evidence of evolutionary conservation, even within the Insecta, and thus appeared to be silkworm-specific (Additional file 3). The genome loci of all silkworm miRNA genes were characterized, as presented in Additional file 3 and Figure 1B. We identified 12 miRNA genes in the exons of protein-coding genes, including four conserved and eight silkworm-specific miRNAs. Four novel members, bmo-mir-2783, bmo-mir-2811, bmo-mir-2825, and bmo-mir-2829, were located within the introns and exons of single protein-coding genes. In total, 52 miRNAs, including 13 conserved and 39 silkworm-specific members were intronic, whereas 95 miRNA genes were widely distributed within intergenic regions (IG regions) of the silkworm genome. In contrast to conserved and known miRNAs, 190 silkworm-specific miRNA genes were located in predicted transposable elements, and were repeat-associated (Figure 1C, Additional file 3). 

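The 190 listed loci in transposable elements belong to 128 miRNA genes. Reads were found on the hairpins of 91 of these genes in the whole body (9,639 reads), 128 in the anterior-middle silk gland (27,155) and 107 in the posterior silk gland (8,749). Reads of 20 to 23 nt made up 35.1% (95% interval 34.2% to 36.1%), 73.9% (73.3% to 74.4%) and 53.8% (52.8% to 54.9%) of them, against 99.2%, 80.9% and 70.4% on the conserved hairpins. On the conserved hairpins, 1 tag of bmo-mir-1 gave 90.7% of the whole body reads. Over distinct tags, the 20 to 23 nt shares were 54.6%, 63.1% and 68.5% in transposable elements. On the conserved hairpins they were 71.0%, 65.7% and 68.9%, so by tags the groups were close in the silk glands. Among the hairpins in transposable elements, bmo-mir-2778a-1 (20,575), bmo-mir-2778a-3 (20,386) and bmo-mir-2778a-4 (19,288), which share tags, had the most reads over the libraries. In the whole body, a tag of 28 nt that lies in 3 other hairpins, bmo-mir-2773-1 among them, gave 31.1% of the reads.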

Strikingly, these transposable elements are preferentially found outside protein-coding genes; only 30 of 181 unique transposable elements seem to be contained within predicted protein-coding genes. We identified 24 clusters consisting of 63 novel miRNA and 14 annotated genes. Clusters 3 and 4 were located in the second exon of the protein-coding genes, BGIBMGA010447 and BGIBMGA008683, respectively. Clusters 2, 7, 9, 16, 17, 18 were composed of intronic miRNA genes. Both clusters 6 and 12 consisted of intronic as well as intergenic miRNAs (Additional file 11), and are thus unlikely to be transcribed as polycistronic primary transcripts. Clusters 10, 11, 13-15 and 24 were located in intergenic regions, whereas five clusters (19 to 23) were derived from predicted transposable elements. We identified 45 groups of paralogs, 38 consisting of 110 silkworm-specific miRNA genes and 7 comprising 21 conserved miRNAs (Additional file 12). Paralogous miRNAs existed in 14 clusters, specifically, 2, 4, 7, 8, 13-15,, 18-24 (Additional file 11). These clusters possibly originated *via *a series of duplication and deletion events during silkworm evolution. The clustered paralogous miRNAs may have overlapping functions in regulating a similar set of genes, as reported for the three clusters, miR-106b~25, miR-106a~363, and miR-17~92 in mice [33].

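Summed over the libraries, the median was 909 reads for a conserved miRNA gene (95% order-statistic interval 435 to 2,955) and 48 for a silkworm-specific one (36 to 61), and the means were 26,234 and 1,479. Conserved genes held 94.8%, 80.8% and 81.1% of the reads summed over genes in the whole body, the anterior-middle and the posterior silk gland. Counting only tags found in 1 listed hairpin moved the medians most, to 8 reads for silkworm-specific genes. The genes with the most reads were bmo-mir-1 (638,591), bmo-mir-306 (245,134) and bmo-mir-263a (236,889), with bmo-let-7a at rank 5 (91,236) and bmo-bantam at rank 23 (11,879). The sum for bmo-mir-1 rests on the whole body, with 626,823 reads there against 8,191 in the anterior-middle silk gland and 3,577 in the posterior one.

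**Figure D4:**
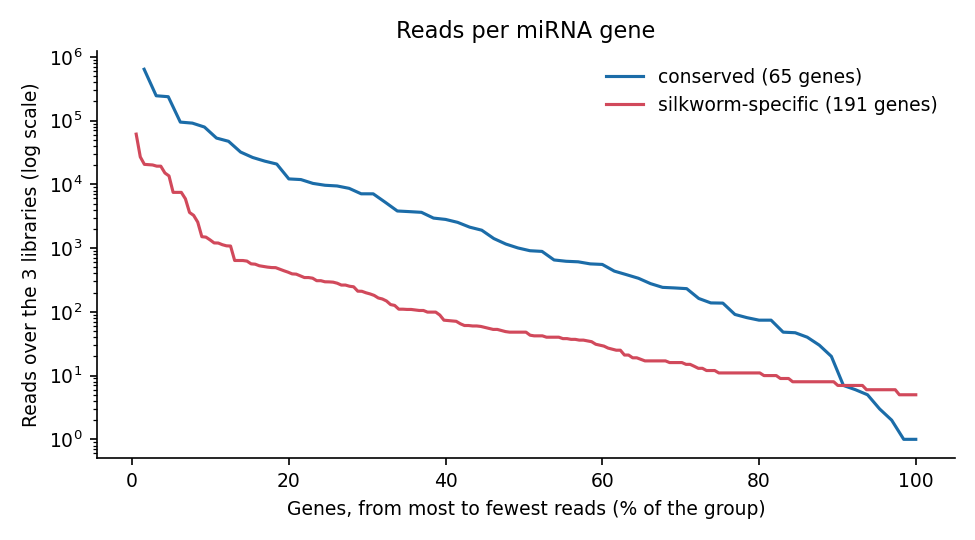
Reads per miRNA gene summed over the 3 libraries (vertical axis, log scale), with the genes of each group ordered from most to fewest reads (horizontal axis, % of the group). At the middle of each group the conserved line stands at 909 reads and the silkworm-specific line at 48.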

A number of evolutionarily conserved miRNAs (let-7a, mir-1, and bantam) were among the most abundant miRNAs, as demonstrated previously [8,34-37], whereas the majority of novel miRNAs (particularly the silkworm-specific components) were among the least abundant (Additional file 13, Figures 1C,1D), consistent with the correlation between evolutionary conservation of miRNAs and their expression levels [35,38,39]. However, some conserved miRNAs displayed very low read counts; these included bmo-mir-282, bmo-mir-307, and bmo-mir-252. 

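In the whole body, the anterior-middle and the posterior silk gland, bmo-mir-282 had 32, 46 and 3 reads, bmo-mir-307 had 3, 42 and 3, and bmo-mir-252 had 86, 49 and 3. Their sums of 81, 48 and 138 reads rank 126, 150 and 110 among the 256 miRNA genes. Library by library, the ranks were 77, 133 and 172 for bmo-mir-282 and 158, 135 and 174 for bmo-mir-307. Those of bmo-mir-252 were 58, 129 and 168, so its place was higher in the whole body than in the silk glands.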

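bmo-mir-2766 had 61,308 reads over the libraries and ranked 7 among all miRNA genes, followed by bmo-mir-2755 with 26,909 (rank 11), bmo-mir-2758 with 20,132 (rank 17) and bmo-mir-2756 with 13,540 (rank 21). In RPM, bmo-mir-2766 stood at 1,030 in the whole body, 4,104 in the anterior-middle silk gland and 949 in the posterior silk gland. bmo-mir-2756 stood at 6.39, 933 and 232, with 16 reads in the whole body.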

Some silkworm-specific miRNAs (bmo-mir-2755, bmo-mir-2756, bmo-mir-2758, and bmo-mir-2766) exhibited very high sequence reads, comparable to those of the abundant conserved miRNAs (Additional file 13). Nevertheless, momentary and local read counts cannot represent transcriptional levels during the entire life-cycle of the silkworm. For example, we could not identify bmo-mir-124 in the present study, but this miRNA was confirmed to be strongly expressed in the embryo and early larval stages of the silkworm [28]. Only 26 silkworm-specific miRNAs were common to the three libraries. In addition, 7 were shared by the whole body and the anterior-middle silk gland, 3 by the whole body and the posterior silk gland, 24 by the anterior-middle and posterior silk gland, 19 were in the whole body only, 94 were in the anterior-middle silk gland only, and 21 were identified only in the posterior silk gland (Additional file 13, Figure 1A). These data support the theory of several levels of complexity in miRNA processing and regulation in response to specific physiological circumstances.

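The paper groups 191 of the miRNA genes used as silkworm-specific. Exact tags were found for 135 of them in the whole body, 187 in the anterior-middle silk gland and 159 in the posterior silk gland. By the homolog column of Additional file 3, 187 genes are silkworm-specific, and bmo-mir-9d, bmo-mir-375, bmo-mir-745 and bmo-mir-750 count as conserved. The numbers by library keep these genes in the group. Of the 191 genes, 120 had reads in all 3 libraries. A further 12 had reads in the whole body and the anterior-middle silk gland, 38 in both silk glands and 0 in the whole body and the posterior silk gland alone, while 3 had reads in the whole body only, 17 in the anterior-middle silk gland only and 1 in the posterior silk gland only. The 3 genes in the whole body only were bmo-mir-9d, bmo-mir-2733d-1 and bmo-mir-2733d-2. Of these, bmo-mir-2733d-1 and bmo-mir-2733d-2 had 0 reads on tags of their own, so they are not independent. The numbers by library depend on what counts as found. With at least 5 reads per library, 63 genes were in all 3 libraries and 56 in the anterior-middle silk gland only, and counting only tags found in 1 listed hairpin gave 68 and 14. Drawn down to the clean reads of the whole body, the anterior-middle silk gland library still held 171 genes (158 to 182 over the draws). The posterior silk gland library then held 125 (108 to 135), so its excess over the 135 of the whole body did not remain at equal depth. The paper takes the distribution over libraries as evidence for several levels of complexity in miRNA processing and regulation.

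**Figure D5:**
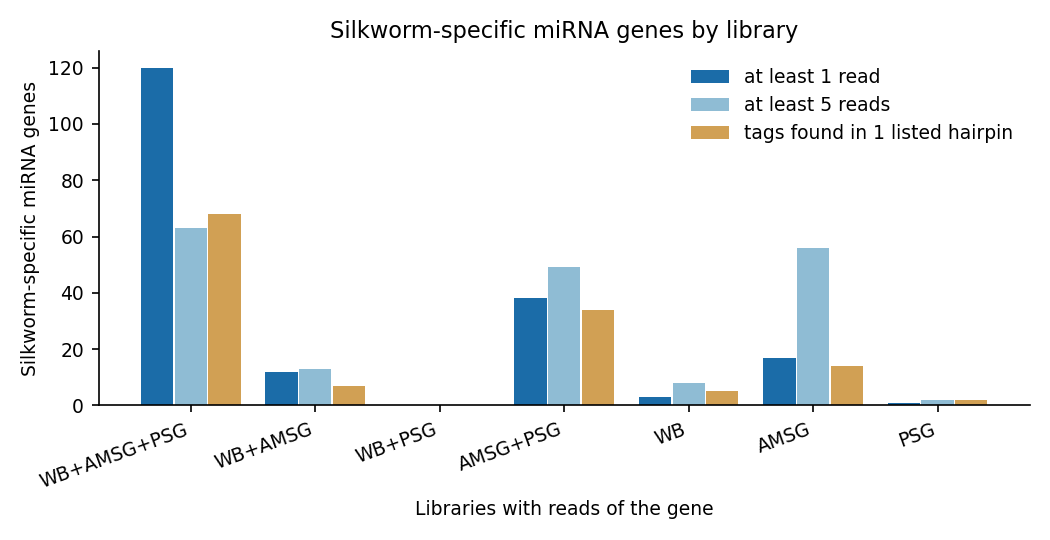
Number of silkworm-specific miRNA genes (vertical axis) by the libraries that hold their reads (WB, whole body. AMSG, anterior-middle silk gland. PSG, posterior silk gland), with bars for at least 1 read, at least 5 reads and tags found in 1 listed hairpin. The group found in all 3 libraries has 120, 63 and 68 genes.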

## Discussion

The present results provide experimental evidence supporting the authenticity of 257 unique miRNA genes in the silkworm, including 202 novel and 55 known ones (Additional file 3). Analysis of the evolutionary conservation of all silkworm miRNAs revealed that only 23 were widely conserved from invertebrates to vertebrates, 13 were limited to invertebrates, and 32 had homologs in other insects (Additional file 7), whereas the majority of miRNAs were specific to the silkworm. Nearly 430 of the 447 newly identified chicken miRNAs were also likely to be exclusively expressed in chicken lineages [8]. These data indicate that most of the newly identified miRNAs are present in only a small group of organisms, and in some cases, in a single species [8,35-37]. Species-specific miRNAs may be large in number and evolutionarily dynamic as a result of gene duplication, sequence divergence and gene loss. A gray pawn hypothesis has been proposed for the species-specific chemoreceptor gene families in *Caenorhabditis *species [40]; this hypothesis suggests that individual genes are of little significance, but the aggregate activities of a large number of diverse genomic loci are required to establish a large phenotype space. The evolutionarily divergent miRNAs may also contribute to establishing and maintaining phenotypic diversity between different groups of organisms [41,42], and highly specific miRNAs have a specialized function in particular organisms, possibly involving regulation of lineage-specific pathways [8]. Furthermore, over 60% of the matched sequence tag fraction was attributed to unannotated small RNAs. The substantial proportion of unclassified small RNAs identified in this study may represent other classes of small regulatory RNAs in the silkworm that have not been covered in our analyses. Some of these may include rare miRNAs represented by very low sequence reads, thus not passing our filtering criteria. These candidates should be explored in future studies applying the deep sequencing approach to developmental stages, tissues, or cells.

Our sequence tag analysis led to the identification of miRNA and miRNA* sequences for 42 previously annotated miRNA genes and unilateral sequence tags for 11 known miRNA genes (Additional file 9). 

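For bmo-mir-965, annotated on the 3' arm, the 5' arm had 273 of 276 reads in the whole body (98.9%) and 69.9% in the anterior-middle silk gland (95% interval 68.1% to 71.7%). In the posterior silk gland it had 104 of 203 (51.2%, 44.4% to 58.0%), where neither arm led beyond counting error, and with only the most frequent tag of each arm the share fell to 35.2%. The 5' arms of bmo-mir-993a and bmo-mir-993b, opposite the annotated arm, had 88.6% (74.0% to 95.5%) and 96.3% (91.7% to 98.4%) of the reads in the whole body. bmo-mir-9b is represented by 1 read in each silk gland library, on the arm opposite the annotated sequence, too few for a share.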

The total reads of 9 miRstar sequences (miR-10*, miR-276*, miR-281*, miR-282*, miR-2a-1*, miR-965*, miR-993a*, miR-993b*, and miR-9b*) were heavily skewed toward the RNA hairpin arm containing annotated miRNAs in at least one library (Additional file 9, names in green). Furthermore, we observed that bmo-miR-iab-4-5p levels exceeded those of bmo-miR-iab-4-3p in all three libraries (Additional file 9), thus revealing strand bias, even for the twin miRNAs. 

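On bmo-mir-iab-4 the 5' arm held 137 of 150 reads in the whole body (91.3%, 95% interval 85.7% to 94.9%), 238 of 249 in the anterior-middle silk gland (95.6%, 92.3% to 97.5%) and 32 of 36 in the posterior silk gland (88.9%, 74.7% to 95.6%), each interval above 50%.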

The reversal in the ratios of 5'- and 3'-derived sequence tags indicates preferential use of mature miRNAs originating from different arms of pre-miRNA precursors, and suggests additional levels of complexity in miRNA processing, which remain incompletely understood [8]. These findings are evidently inconsistent with the current knowledge of miRNA biogenesis and strand selection. The miRNA* strand is probably degraded rapidly on exclusion from the RNA-induced silencing complex (RISC), as the recovery rate of miRNAs* from endogenous tissues is 100-fold lower than that of miRNAs [43,44]. Consequently, in many cases, miRNA* cannot be detected using conventional methods, because of rapid turnover [8]. However, in the silkworm, a number of miRNA genes (mir-2a-1, mir-2b, mir-10, and mir-282) exhibited a similar number of sequence reads originating from the 5' and 3' arms of the miRNA hairpin precursors (5p and 3p, respectively) (Additional file 9*). 

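The 5' arm of bmo-mir-2b had 2 of 13 reads in the whole body (15.4%, 95% interval 4.33% to 42.2%), 35 of 183 in the anterior-middle silk gland (19.1%, 14.1% to 25.4%) and 13 of 41 in the posterior silk gland (31.7%, 19.6% to 47.0%). On bmo-mir-282 it had 13 of 32 in the whole body (40.6%, 25.5% to 57.7%) and 41 of 46 in the anterior-middle silk gland (89.1%, 77.0% to 95.3%), while the posterior silk gland gave too few reads for a share.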

The equivalent expression rates of miRNA and miRNA* largely result from similar 5' end stability that leads to equal incorporation of either strand into the RISC and protection from degradation [45]. In some cases, sequence tags originate from the terminal loop region of the pre-miRNA precursor (Additional file 10). Such examples have also been reported in other studies [46], and are explained as genuine products of pre-miRNA processing or random degradation products of unprocessed pre-miRNA [8].

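Reads whose midpoint lies between the listed 5' and 3' products of a known hairpin numbered 2 in the whole body, 34 in the anterior-middle silk gland (0.00749% of the reads on these hairpins, 95% interval 0.00536% to 0.0105%) and 4 in the posterior silk gland (0.00371%, 0.00144% to 0.00955%).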

We identified 5 pairs of sense/antisense miRNAs in the silkworm (Additional file 3). For example, bmo-mir-927, -mir-79, and bmo-mir-2799-as are the reverse complements of the bmo-mir-1926, -mir-9b, and bmo-mir-2799 hairpins, respectively, and form hairpins reminiscent of miRNA precursors (Figure 5A). 

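The reads on the bmo-mir-2799 hairpin numbered 2 in the whole body, 52 in the anterior-middle silk gland and 7 in the posterior silk gland, all of them on the 5' arm. The sequence of the bmo-mir-2799-as hairpin contains the same tags for 51 of the 52 reads and for all reads of the other libraries, and no tag lies in the bmo-mir-2799-as hairpin alone. The 2 hairpins therefore cannot be told apart by these reads.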

Sequencing tags from small RNA libraries of the anterior-middle and posterior silk glands mapped uniquely to the 5' arms of the bmo-mir-2799 and bmo-mir-2799-as hairpins. Interestingly, the sense and antisense transcripts display highly similar sequences, and are paralogous miRNAs (Figure 5B, Additional file 12). Their mature sequences are derived from complementary palindromes of the precursors. Both miRNA and miRNA* sequences were identified for bmo-mir-927 in the three libraries, but no sequencing reads mapped to the bmo-mir-1926 hairpin, although this has previously been identified in the silkworm moth [26], possibly indicating stage specificity. 

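The 5' and 3' arms of bmo-mir-927 had 10 and 7 reads in the whole body, 211 and 44 in the anterior-middle silk gland and 4 and 1 in the posterior silk gland, where the 3' arm rests on a single read. On the opposite strand of the same hairpin every library had 0 reads.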

Sense and antisense miRNAs may coordinately control genes at their respective locations, as they both have target sites in the 3' untranslated regions (UTRs) and 5' UTRs of relevant genes (Figure 5C). The host gene BGIBMGA006265-TA is significantly enriched in all examined tissues of fifth-instar day-3 larval silkworm [47], and is optimally aligned to the thioredoxin domain of annotated *Homo sapiens *disulfide isomerase [48] that functions in protecting hypoxic cells from apoptosis [49]. Another sense/antisense miRNA pair, miR-79/miR-9b, also contains potential targeting sites for the untranslated regions of their home gene, BGIBMGA005856-TA, similar to the checkpoint kinase of *Mus musculus*. However, previous studies suggest that miRNAs do not target highly coexpressed genes [50,51], and thus it needs to be urgently determined whether the potential sites are indeed authentic and how expression of the sense/antisense pairs and their host genes are coordinated in biogenesis. The bmo-miR-927/miR-1926 pair is located in one intergenic region of the silkworm genome, but has target sites in the 3' UTRs of unannotated genes proximal to their loci. Significantly, the sense and antisense miRNAs target each other (Figure 5D). These miRNAs may potently downregulate each other via transcriptional interference, or may interact post-transcriptionally, or function *in vivo *via a feedback pathway. However, the issue of whether the sense and antisense transcripts are processed in the same cell type remains to be established, since sense and antisense miRNAs within an individual cell should interact. Genomic arrangement of two miRNAs arising from different strands of the same locus provides a simple and efficient means to create nonoverlapping miRNA expression domains [52-54]. The whole body and the anterior-middle and posterior silk glands comprise more than two cell types; a particular pre-miRNA may be processed into normal mature miRNA in one type of cell and miRNA* in another. While miRNA and miRNA* are equally processed, their functions may be distinct in the different cell types constituting this tissue. Therefore, the sequencing reads in unique cell lines of the silkworm should aid in determining the significance of miRNA, miRNA,* and sense/antisense transcripts.

**Figure 5:**
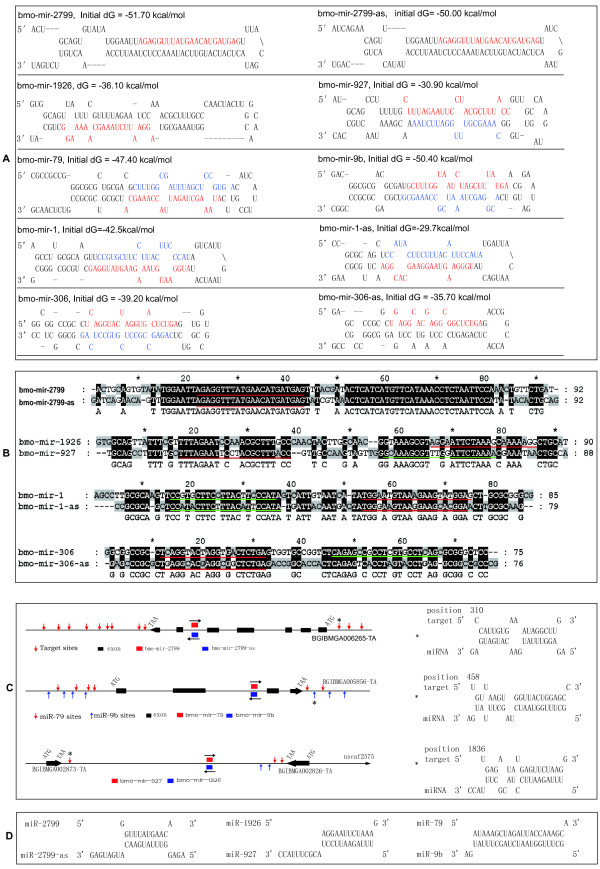
**Sense and antisense transcripts of silkworm miRNAs**. (A) Hairpin structures of the sense and antisense sequences of miRNA precursors. Mature miRNAs and miRNA stars are highlighted in red and blue, respectively. (B) Alignment of precursors. Mature miRNAand star sequences are underlined in red. (C) Schematic diagram of sense and antisense miRNAs and their potential target sites. Only one miRNA/target duplex proximal to CDS is presented (labeled with an asterisk). (D) Sense and antisense miRNAs target each other. All target sites were predicted using RNAhybrid2.2 and filtered with MirTif. The SVM score is higher than 1.0.

## Conclusions

We have sequenced miRNAs in the whole body and silk gland of the silkworm. Our data confirm the authenticity of 257 miRNA genes in the silkworm, including 202 novel and 55 known miRNAs. Conservative analyses imply that miRNAs act as phyla markers in evolutionary signaling. 

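Reads of each miRNA gene in the anterior-middle and posterior silk gland libraries were compared by Fisher's exact test (two-sided, Benjamini-Hochberg adjusted), which compares these 2 libraries and not the tissues. Of 150 silkworm-specific genes with at least 10 reads over both, 104 were higher in the anterior-middle silk gland and 1 in the posterior silk gland at an adjusted p under 0.05 and at least a 2-fold change in RPM. The conserved genes moved the same way, with 53 and 0 of 56. The calls depend on scaling: scaled to hairpin reads in place of clean reads, 27 silkworm-specific genes were higher in the anterior-middle and 35 in the posterior silk gland (conserved 20 and 3), and with TMM factors 16 and 36 (conserved 17 and 4). Among silkworm-specific genes the largest differences were at least 84.9-fold for bmo-mir-2768 (281 reads against 1, adjusted exact p 1.1e-76), 23.1-fold for bmo-mir-2778c (1,276 against 50, 2.7e-282) and 21.0-fold for bmo-mir-2772b (1,249 against 54, 6.1e-271) in the anterior-middle silk gland. Most reads of bmo-mir-2778c are on tags shared with other listed hairpins, and its own tags had 16 and 5 reads. Of the silkworm-specific genes, bmo-mir-2860 alone was called higher in the posterior silk gland in RPM, 2.38-fold (41 against 19, 0.0022). Below the 2-fold limit, bmo-mir-2779 (1,793 against 1,286, adjusted exact p 4.9e-32) and bmo-mir-2854 (90 against 66, 0.015) were also higher there. Additional file 3 lists 0 silk gland reads for bmo-mir-2772b and bmo-mir-2779, so their counts here are hairpin reads that the paper did not list.

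**Figure D6:**
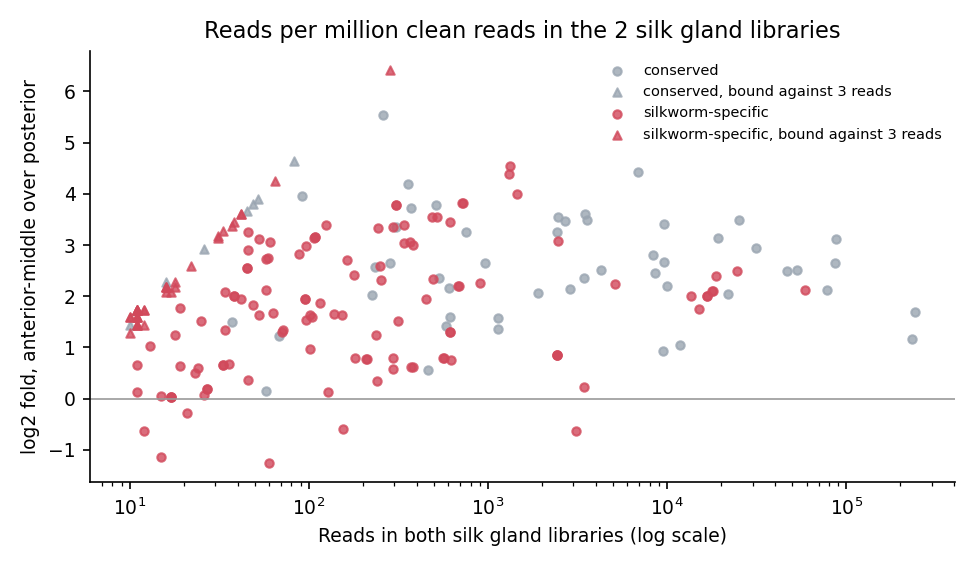
Log2 fold of the anterior-middle over the posterior silk gland in RPM (vertical axis) against the reads in both libraries (horizontal axis, log scale), 1 point per miRNA gene with at least 10 reads. Triangles are bounds against 3 reads, 34 of them for silkworm-specific genes. Scaling to hairpin reads or by TMM factors moves all points down together.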

The silkworm-specific miRNAs were significantly different between the anterior-middle and posterior silk glands. Target predictions revealed that the sense/antisense miRNAs target the 3' and 5' UTRs of their host genes. Identification of novel miRNAs resulted in significant enrichment of the repertoire of insect miRNAs and provided insights into miRNA evolution, biogenesis, and expression in insects.

## Methods

### Animal breeding and sample preparation

Domesticated silkworm (*Bombyx mori*) strain DaZao, was reared at 25°C on a natural diet of clean mulberry leaves. Silk glands were manually dissected from day-3 fifth larvae in 0.9% NaCl, rinsed with DEPC-treated water, and promptly immersed in liquid nitrogen.

### Small RNA library preparation and sequencing

Silk glands and whole bodies of day-3 fifth instar larvae were collected for RNA isolation. Following purification, total RNA samples were immediately preserved in ethanol and stored at -80°C until further use. For deep sequencing, the small RNA samples were prepared as follows: total RNA of each sample was size-fractionated on a 15% PAGE gel, and a 16-30 nt fraction was collected. The 5' RNA adapter (5'-GUUCAGAGUUCUACAGUCCGACGAUC-3') was ligated to the RNA pool with T4 RNA ligase. Ligated RNA was size-fractionated on a 15% agarose gel, and a 40-60 nt fraction excised. The 3'RNA adapter (5'-pUCGUAUGCCGUCUUCUGCUUGidT-3'; p, phosphate; idT, inverted deoxythymidine) was subsequently ligated to precipitated RNA using T4 RNA ligase. Ligated RNA was size-fractionated on a 10% agarose gel, and the 70-90 nt fraction (small RNA + adaptors) excised. Small RNAs ligated with adaptors were subjected to RT-PCR (Superscript II reverse transcriptase, 15 cycles of amplification) to produce sequencing libraries. PCR products were purified and small RNA libraries were sequenced using Solexa, a massively parallel sequencing technology.

### Computational analysis of sequencing data

Small 35 nt RNA reads were produced using an Illumina 1G Genome Analyzer at BGI-Shenzhen. Low quality reads were trimmed with our own perl script. Adaptor sequences were accurately clipped with the aid of a dynamic programming algorithm. After elimination of redundancy, sequences ≥ 18 nt were mapped to the silkworm Build2 genome using SOAP v1.11 [23]. Sequences that perfectly matched the genome along their entire length were considered for subsequent analyses. Genome sequences and annotations of the silkworm Build2 genome were downloaded from SilkDB [55]. Sequences matching silkworm rRNA, tRNA, snRNA and snoRNA deposited at the NCBI GenBank database or overlapping with rRNA and tRNA annotations of the Build2 genome were discarded. Repeat overlapping sequences were annotated as repeat-associated small RNAs. The majority of sequences overlapping with predicted exons were excluded from further analysis in view of the possibility that they were derived from messenger RNAs, and only those with precursors presenting p-values below 0.01 were collected.

After loading small RNAs and mapping information, small RNAs were sorted according to their position on the reference genome. Each read start position was examined to establish its similarity to a Drosha/Dicer processing site. For each candidate site, the mature sequence was extended to obtain two possible pre-miRNAs. One sequence encompassed 10 nt upstream and 70 nt downstream, and the other included 70 upstream and 10 downstream of the respective miRNAs. The two possible pre-miRNAs were evaluated using Mfold to determine ability to form characteristic hairpin structures [56]. A well-designed computational filter was employed to identify miRNA-like hairpins [57]. RNAs displaying folding energy values ≤ -25 kcal/mol were subjected to further analysis. Both miRNA and miRNA* had to reside in different arms of a hairpin structure, each with no more than 6 unpaired bases. We ensured that the maximum bulge over the miRNA/miRNA* duplex was not more than 4 bases, and asymmetry of the miRNA/miRNA* duplex equal to or less than 3. In addition to the above requirements, sequencing of both miRNA and miRNA* required that the miRNA/miRNA* duplex had 3' overhangs at both ends, a typical feature of Drosha and Dicer processing. Candidates corresponding to known miRNAs deposited at the miRBase 14.0 [11] and supported by two reads of mature sequences were considered real miRNA genes.

The criteria used to identify novel miRNAs from sequencing data of the three small RNA libraries were as follows: (1) genomic loci annotated as known silkworm miRNAs or other classes of noncoding RNA were excluded; (2) an individual locus had to be supported by a minimum of five independent sequence reads originating from at least one small RNA library to be considered for further analysis; (3) loci lacking hairpin-like RNA secondary structures, including positions of the small RNA tags, were eliminated. The resulting set of sequences and their respective RNA structures were further analyzed to distinguish genuine miRNA precursors from other RNAs containing similar RNA structures. All involved target sites were predicted using RNAhybrid2.2 [58] and filtered with MirTif [59]. The SVM score value was higher than 1.0.

## Abbreviations

BW: whole body; AMSG: anterior-middle silk gland; PSG: posterior silk gland; SilkDB: silkworm database; CDS: coding sequence; UTR: untranslated region; RISC: RNA-induced silencing complex; SVM: support vector machine.

## Authors' contributions

SPL conceived the study, reared and harvested all the samples, isolated small RNAs, analyzed the data, drafted and revised the manuscript. DL and QBL carried out the computational analysis. QYX and PZ participated in the design of the study and helped to draft the manuscript. ZHX coordinated the study. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **The flow results of data filtration and distribution of sequenced small RNAs across different categories**. After sequential filtration, the raw data in each library were separated into low and high quality reads. High quality reads with at least 18 nt were differentiated into categories of short sequencing reads, including rRNA, tRNA, snoRNA, fragments of sense and antisense exons and introns of coding genes, repeat sequences in transposable elements, unannotated short sequencing reads and some annotated miRNAs. Novel miRNAs were screened from unannotated sequencing reads and repeated sequences in transposable elements. Final miRNA data in each library are highlighted in blue. (A) Yield of whole body. (B) Yield of anterior-middle silk gland. (C) Yield of posterior silk gland. Click here for file

Additional file 2 **Distribution of clean tag reads from whole body and silk gland batches**. As shown in Additional file 1, the total high quality reads in each library (2,619,505 in the whole silkworm body) minus reads of adapters and inserts represent the clean tag reads in this Additional file. However, only sequences equal to and longer than 10 nt in each library were summed up for total reads in the respective tables (to the left of this file). Graphs on the right are derived from data from the table (left). Click here for file

Additional file 3 **Silkworm miRNAs identified by Solexa sequencing**. In all, 324 miRNA genes (loci) were identified in the silkworm genome, responsible for 209 unique miRNAs and 87 star sequences, which were screened from the raw data through flow data filtration. All known and novel miRNAs have been submitted to the international public DataBase, miRBase. The temporal names of novel miRNAs were replaced by the assigned names. The bmo-mir-276 well mapped to Build 1, but not to the Build2 genome sequence (blast 1e-5). Three new miRNAs, bmo-mir-100, bmo-mir-92b and bmo-mir-216, did not pass the filtering threshold due to their uncanonical hairpin structures, but were finally identified through homolog searches. Another two annotated miRNAs, bmo-mir-1920 and bmo-mir-1921, were not included in this file, since they showed sequential processing in generating mature sequences and no more accumulated reads were observed (Additional file 10). Several novel miRNA genes have duplicated loci within the silkworm genome. The U in the sequence was replaced with T, and sequences presented in the DNA form. Click here for file

Additional file 4 **Sequence reads and hairpin structures of all sequenced miRNAs in the whole body**. (A) Known silkworm miRNAs further identified using Solexa sequencing in the whole body. (B) Novel miRNAs of whole body predicted with mireap based on Solexa sequencing reads. (C) Repeat-associated novel miRNAs of whole body predicted as above. Click here for file

Additional file 5 **Sequence reads and hairpin structures of sequenced miRNAs in the anterior-middle silk gland**. (A) Known silkworm miRNAs further identified in the anterior-middle silk gland using Solexa sequencing. (B) Novel miRNAs of the anterior-middle silk gland predicted with mireap based on Solexa sequencing reads. (C) Repeat-associated novel miRNAs of the anterior-middle silk gland predicted using mireap based on Solexa sequencing reads. Click here for file

Additional file 6 **Sequence reads and hairpin structures of all sequenced miRNAs in the posterior silk gland**. (A) Known silkworm miRNAs in the posterior silk gland further identified using Solexa sequencing. (B) Novel miRNAs of the posterior silk gland predicted with mireap based on Solexa sequencing reads. (C) Repeat-associated novel miRNAs of the posterior silk gland predicted using mireap based on Solexa sequencing reads. Click here for file

Additional file 7 **Conservation analysis of silkworm miRNAs**. All known miRNAs and their orthologs were downloaded from miRBase 14.0. Abbreviations: inv-ver, widely identified in invertebrates and vertebrates; inv, identified in invertebrates; ins, identified in insects; sw, reported only in the silkworm. The colors in 'conservation' only highlight the differences in their conservation for easier viewing. Three miRNAs, bmo-mir-9b, bmo-mir-1924 and bmo-mir-1926, had no sequencing reads corresponding to previously reported miRNA sequences across the three libraries but the star sequence of bmo-mir-9b, miR-9b*, was identified in the anterior-middle and posterior silk glands (highlighted in blue). Nucleotides in red in some mature sequences were confirmed by Solexa sequencing. Click here for file

Additional file 8 **Insight into phylogenetic relationships among species from categorization of conserved silkworm miRNAs**. To know about phylogenetic relationships among diverse species on the basis of conservation of miRNAs, we used all known and novel silkworm miRNAs to BLASTN against the localized mature sequence data downloaded from the latest miRBase database. Only those miRNAs and miRNA*s with high sequence similarity to the mature sequences of silkworm are left in this file. The first miRNA in each group (highlighted in blue) is the silkworm miRNAs identified in this study or previously reported. Click here for file

Additional file 9 **Known silkworm miRNAs refined based on Solexa sequencing results**. Different nucleotides in sequences from miRBase 14.0 are highlighted in blue and different nucleotides in the Solexa sequencing reads highlighted in red. Annotated mature sequences of 9 miRNAs (green in the 'name' column) were significantly fewer than those from other arms of the hairpin precursors. The reported mature sequences of bmo-mir-1920 and bmo-mir-1921 (purple) should be refined on the basis of Solexa sequencing reads. Annotated sequences from miRBase 14.0 and sequences with the highest reads are presented in bold. Click here for file

Additional file 10 **Heterogeneity of mature sequences of bmo-mir-1920 and mir-1921**. (A) Heterogeneity in the whole body. (B) Heterogeneity in the anterior-middle silk gland. (C) Heterogeneity in the posterior silk gland. Click here for file

Additional file 11 **Closely clustered miRNAs of the silkworm**. For our analysis, groups of miRNA genes located within 2.5 kb of each other are defined as clusters. The close proximity of these miRNA genes in each cluster implies that they are likely to be transcribed as a single polycistronic transcript. Actually, more clusters can be identified when the space region is extended to a wider region than 2.5 kb. Click here for file

Additional file 12 **Paralogous miRNA genes of the silkworm**. Shown here are 45 groups of paralogous miRNA genes identified on the similarity of mature sequences, miRNAs or miRNA*s. Repeats of some miRNA genes in the genome are also considered paralogs since they are responsible for high similar (even identical) mature sequences. For the convenience of comparison and description, much information shown in Additional file 3 was also presented in this file. Click here for file

Additional file 13 **The reads count of conserved and silkworm-specific miRNAs**. The existence (+) or not (-) of miRNAs in the three libraries were clearly summarized in the samples' columns, WB, AMSG, PSG. Other information maintained only for the convenience of comparative analysis. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

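The values come from the deposited count tables of 3 small RNA libraries, 1 each for the whole body, the anterior-middle silk gland and the posterior silk gland of the silkworm. The label of the anterior-middle library reads anterior silk glands, and the library was given to the paper's anterior-middle silk gland by elimination, on which every value for that tissue depends. The unit is the count: the number of identical reads of a tag. Before depositing them, the authors removed low-quality reads, clipped the 3' adaptor, removed 5' adaptor contaminants and poly(A) inserts, and collapsed identical reads. No step of alignment or normalization is in these tables. The sums of the tag tables match the authors' filtration logs at 2,505,600, 11,829,424 and 10,728,452 clean reads of at least 18 nt. Each tissue has 1 library, so nothing here is compared against a spread between replicates.

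Every tag of 18 to 30 nt was searched without mismatch in the hairpins of Additional file 3. The list used has 256 miRNA genes, 65 conserved and 191 silkworm-specific by the blocks of Additional file 13. By the homolog column of Additional file 3 they are 69 conserved and 187 silkworm-specific genes. A tag was assigned to the arm that holds its midpoint and counted in each hairpin that contains it. No genome sequence was used, so a tag on a hairpin may also occur elsewhere in the genome, and the removal of rRNA, tRNA and repeat reads by the authors' later steps is not part of the counts. Additional files 5 and 6 were not used here.

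A gene counts as found with at least 1 read. Shares of reads have 95% Wilson intervals, medians over genes or arms have order-statistic intervals, and a count of 0 leaves an upper limit of 3 counts. A fold against 3 reads or fewer is given as a bound. End heterogeneity used arms with at least 100 reads. The 2 silk gland libraries were compared gene by gene with a two-sided Fisher's exact test on at least 10 reads over both, Benjamini-Hochberg adjusted, with calls at an adjusted p under 0.05 and at least a 2-fold change. TMM factors for 1 alternative came from edgeR 4.0.16 in R 4.3.3. Other steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

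Before the data were examined, 37 alternatives to these choices were set: other minimum counts, other denominators and scalings, tags weighed once in place of their reads, tags near the listed 5' end only, tags with up to 2 untemplated 3' bases, shared tags divided or left out, and silk gland libraries drawn down to the depth of the whole body (100 draws, seed 20100303). The share of reads on known hairpins was also computed over the hairpins of Additional file 9, a choice made after seeing the data. Named genes are those in the sentence beside a passage, for groups of genes also the 3 with the most reads, and for the silk gland libraries up to 3 silkworm-specific genes with the largest fold in each direction among those called.

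In a self-test on simulated reads, the arm reads of 256 of 256 hairpins and 507 of 507 untemplated tails were recovered, 31 of 31 genes with a 4-fold change were called in its direction, and 0 of 96 genes without a change were called. Of simulated pairs of tags with a 10 nt overlap, 58 of 60 were found at that overlap.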

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

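No group has more than 1 library, so no library could be compared with others of its kind. What stands out is in data that the paper does not discuss: reads of 26 to 29 nt and reads with bases that their hairpin lacks. The tests in this part were set before their results were seen, with the exception of the count of distinct pairs of 5' ends and of the share of U among single added bases, chosen only after the result was seen.

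Reads of 26 to 29 nt start with U in 61.4% of cases in the whole body (95% interval 61.3% to 61.5%) and 40.5% in the anterior-middle silk gland (40.5% to 40.6%), a signal in data the paper did not analyse. At positions 2 to 20 of the same reads, U made up at most 36.7% and 30.8% at any one position. In the posterior silk gland the share was 24.8%, within the range of 17.3% to 30.9% over positions 2 to 20. The pooled shares hide a difference by length. Reads of 26 nt started with U in 32.4%, 25.3% and 22.6% of cases in the whole body, the anterior-middle and the posterior silk gland. At 28 nt these were 71.3%, 60.5% and 31.8%. The 26 nt shares lie below the highest pooled share at positions 2 to 20 in every library. Fragments of abundant RNA broken at random would show no preference at the start. Over unique tags, where abundant fragments count once, U at position 1 reached 52.7% in the whole body, 41.6% in the anterior-middle silk gland and 34.4% in the posterior silk gland, against a highest value of 31.1%, 28.5% and 26.7% at positions 2 to 20, which speaks against random fragments as the whole source. A ligation preference at the 5' end was not tested directly, although unique tags of 18 to 19 nt from the same libraries start with U in only 24.6%, 22.6% and 22.9% of cases. Tissue and library are the same thing in this design, so the order of the 3 libraries stays open between tissue and preparation.

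On the listed hairpins, 38 pairs of 26 to 29 nt tags overlap by exactly 10 nt on opposite strands, summed over the 3 libraries (10, 26 and 2). The paper reports no overlaps of this kind. No other overlap from 1 to 20 nt had more than 6 pairs in the sum. These pairs are not independent, because tags of several lengths and libraries can share a 5' end. With each pair of 5' ends counted once over the libraries, 6 pairs on 6 hairpins overlap by 10 nt and 4 pairs on 4 hairpins by 9 nt, too few to tell a peak from chance overlaps. The sum leaves out tags with more than 1 place on the listed hairpins. Scored on each hairpin alone, which lets such tags in and so gives more pairs, they lie on 8 hairpins of silkworm-specific genes. Of these, 6 are in transposable elements, with up to 15 pairs each, but the hairpin with the most pairs, bmo-mir-2787 with 20, is not, nor is bmo-mir-2847 with 3. The source of the overlaps stays open. They rest on 313 placed tags and on hairpins alone, since no genome was searched.

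Reads that match a hairpin arm except for 1 or 2 bases at the 3' end were 7.72% of arm reads in the whole body (7.66% to 7.78%), 6.35% in the anterior-middle silk gland (6.30% to 6.40%) and 5.74% in the posterior silk gland (5.64% to 5.83%), on 43, 88 and 51 arms with at least 100 reads. These shares pool the reads of all arms, and bmo-mir-1 gave 626,822 of the 675,450 exact reads in the whole body. The median per arm was 6.26%, 4.05% and 2.80%. The paper leaves such reads out, as it required a perfect match. Single added bases were A in 48.0%, 54.2% and 58.9% and U in 50.8%, 43.0% and 38.5% of cases. Adaptor left after clipping would begin with TC, yet TC was at most 1.90% of the additions of 2 bases in any library, which speaks against it for these additions only. A single adaptor base left would be read as U, so with up to 50.8% of U among them single additions stay open to this explanation, whereas those of A do not follow from it. Sequencing errors would add a base no more often than they change one inside a tag, and 1 added base was at least 27.1 times as frequent as a mismatch per inner base. The source of the additions stays open. Whether the lower share in the silk glands is a matter of tissue or of preparation was not tested, as each tissue has 1 library.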

How the results depend on the processing

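None of the tests behind this part was chosen after its result was seen, with the exception of the known hairpins of Additional file 9, a choice made after seeing the data. Over 97 results, the alternatives gave 274 values. For the results that answer a comparison, 104 values stayed within the interval of the result, or within 1.5 times a count, and 88 moved. For single named genes, 73 stayed, 8 moved and 1 reversed. The intervals of read shares are narrow because they cover counting error over many reads only. The cause of a change was not tested unless the alternative itself makes it. With 1 library per tissue no replicate can be left out. No paired analysis was possible because each tissue has 1 library.

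Denominators and matching. Over clean reads of at least 18 nt, reads of 22 nt were 31.1%, 14.2% and 10.7% in the whole body, the anterior-middle and the posterior silk gland (the order used below). Hairpin reads were 29.7%, 8.90% and 2.25% with up to 2 untemplated bases, 37.1%, 10.1% and 2.58% over genome-matched reads, and 8.31% in the anterior-middle silk gland near the listed 5' ends. Known hairpins of Additional file 9 held 96.3%, 46.0% and 47.4% of the hairpin reads.

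Libraries of silkworm-specific genes. With at least 2 reads, 33 genes were in the anterior-middle silk gland only, 5 in the whole body only and 1 in the whole body and the posterior silk gland. With at least 5 reads, 63 were in all 3 libraries, 56 in the anterior-middle silk gland only, 8 in the whole body only and 2 in the posterior silk gland only. Near the listed 5' ends, 5 were in the whole body only. With tags found in 1 listed hairpin, 68 were in all 3, 7 in the whole body and the anterior-middle silk gland, 5 in the whole body only and 2 in the posterior silk gland only. At the depth of the whole body, 22 were in the whole body and the anterior-middle silk gland, 2 in the whole body and the posterior silk gland, 18 in both silk glands, 9 in the whole body only, 30 in the anterior-middle silk gland only and 3 in the posterior silk gland only. The numbers of conserved genes stayed within 1.5 times under all 4 alternatives run for them.

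End heterogeneity. Over unique tags the median share off the main 5' end was 36.4%, 55.0% and 46.7%, and off the main 3' end 75.0%, 73.3% and 75.0%. The 3' end was the more variable one on 100% of the arms over unique tags in the whole body and the posterior silk gland, and on 100% of the arms with at least 1000 reads in the posterior silk gland. The 3' end stayed the more variable one on most arms under all 4 alternatives. The number of known miRNAs with another most frequent tag than the annotated one stayed between 31 and 36.

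Arms and start positions. With only the most frequent tag of each arm, the 5' arm of bmo-mir-965 in the posterior silk gland fell to 35.2%, the other side of 50%. Another 8 arm shares of named hairpins moved without a change of side. The most frequent start of bmo-mir-1920, with starts within 2 nt, held 52.2%, 22.9% and 37.4%, and over unique tags 3.83% in the anterior-middle and 3.95% in the posterior silk gland. For bmo-mir-1921 these were 35.3%, 29.3% and 19.2%, and 6.01%, 3.07% and 3.04%.

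Ratios. With only the most frequent tag, bmo-miR-275 over bmo-miR-305 was 2.46, 21.6 and 17.7, bmo-mir-263a over bmo-mir-263b 9,828 in the anterior-middle silk gland, and bmo-mir-10 over bmo-mir-993a 356 in the whole body, at least 418 in the anterior-middle and at least 56.7 in the posterior silk gland, the last also for bmo-mir-993b. With the arm with more reads only, bmo-mir-10 over either was at least 104 in the posterior silk gland, and 20.9 over bmo-mir-993b in the whole body. No ratio crossed 1.

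Abundance. Conserved genes held 94.8%, 81.9% and 82.5% of the reads when grouped by the homolog column, 97.4%, 85.4% and 85.8% with shared tags divided and 98.7%, 87.1% and 87.6% with shared tags left out. The median silkworm-specific gene then had 32.9 reads with shared tags divided and 8 with them left out. The order of the groups held under all 3 alternatives.

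Silk gland libraries. Scaled to hairpin reads, 27 silkworm-specific genes were higher in the anterior-middle and 35 in the posterior silk gland, with 20 and 3 conserved genes. With TMM factors these were 16 and 36, and 17 and 4. With at least 50 reads over both libraries, 65 silkworm-specific genes were higher in the anterior-middle silk gland, since fewer were tested, and with at least 5 reads 2 were higher in the posterior silk gland. In RPM nearly all calls lie in the anterior-middle silk gland, where hairpin reads are a larger share of the library. Scaling to hairpin reads, or by TMM factors, shifts the log2 fold of every gene by the same amount, so the changed numbers restate that shift and say nothing on which genes differ.

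Reads of 26 to 29 nt. U at position 1 was 52.7%, 41.6% and 34.4% over unique tags, and 63.0% in the whole body and 24.1% in the posterior silk gland without tags read once. The shares of untemplated bases stayed within their intervals on arms with at least 1000 reads.

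Depth limits the genes with few reads. A gene without reads may lie below 1.20 RPM in the whole body, a limit more than 4 times that of either silk gland library, and at the depth of the whole body the number of silkworm-specific genes in both silk glands only fell to 18.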

Differences from the paper's values

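The tests below were all chosen before their results were seen, with the exception of the known hairpins of Additional file 9. A gap is called closed where the value lies within 1.5 times the paper's, which need not make them equal.

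The share of distinct tags on miRNAs was 0.254% in the whole body, 0.190% in the anterior-middle silk gland and 0.167% in the posterior silk gland, against the paper's 2.43%, 1.81% and 1.98%. No alternative was set for this share. The counts in the paper's Additional file 1, divided by the distinct tags of each library, give 0.243%, 0.186% and 0.198%.

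Silkworm-specific miRNA genes in all 3 libraries numbered 120 against the paper's 26, in the whole body only 3 against the paper's 19, in the anterior-middle silk gland only 17 against the paper's 94, and in the posterior silk gland only 1 against the paper's 21. None of the 5 alternatives set before the data were examined closed these gaps. The nearest values were 63 in all 3 libraries and 56 in the anterior-middle silk gland only, both with at least 5 reads, and 9 and 3 for the other pair at the depth of the whole body. In the whole body and the anterior-middle silk gland there were 12 against the paper's 7, a gap closed by counting only tags found in 1 listed hairpin (7) and not by the other 4. In the whole body and the posterior silk gland there were 0 against the paper's 3, closed only at the depth of the whole body (2). In both silk glands there were 38 against the paper's 24, closed with tags found in 1 listed hairpin (34) and at the depth of the whole body (18), and not by the other 3.

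Reads on known miRNAs were 727,342 in the anterior-middle silk gland against 463,510 in the paper's Additional file 1, and 178,448 in the posterior silk gland against the paper's 117,259. Distinct tags on them were 891 against the paper's 1,455 and 569 against the paper's 1,151. Known here means marked so in Additional file 7, which includes bmo-mir-100, called new in the legend of Additional file 3. No alternative was set before the data were examined. Over the hairpins of Additional file 9, chosen after seeing the values, the reads were 453,884 and 107,638, which closes the gap for the reads and not for the tags (797 and 503).

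bmo-mir-263a had 418 times the reads of bmo-mir-263b in the whole body, against a minimum of 1000 in the paper. The paper's own Additional file 3 lists 4,174 and 3 reads on the arms of bmo-mir-263a and 9 and 1 on those of bmo-mir-263b. None of the 3 alternatives set before the data were examined closed this gap.

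For the posterior silk gland, the paper's text gives 315,535 miRNA reads, whereas the parts in the paper's Additional file 1 sum to 218,503, which is 2.04% of the clean reads. The count here was 227,096.

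The paper puts most of the distinct miRNA tags on annotated hairpins, and they were 46.6%, 36.9% and 42.4% here. It describes silk gland reads that map uniquely to the 5' arms of bmo-mir-2799 and bmo-mir-2799-as. All reads lie on the 5' arm here as well. If unique means a single hairpin, the values differ, since 51 of 52 reads in the anterior-middle silk gland lie in both hairpins. In the whole body 2 reads were found. The paper names bmo-mir-2b among miRNAs with a similar number of reads from both arms, whereas its 5' arm had 19.1% of the reads in the anterior-middle silk gland.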

Other observations

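The tests on the listing of genes by library, on the origin of the gene list and on bmo-mir-1 were chosen only after the result was seen.

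Silkworm-specific genes were found in more libraries than Additional file 13 lists. Of 300 pairs of gene and library that it gives without reads, 208 had a read on the hairpin and 108 had at least 5. All 273 pairs listed with reads had reads here. A minimum of 5 reads per library in the listing would leave such pairs under 5 reads, and 85 of them held 5 or more reads near the listed 5' end. With only tags found in 1 listed hairpin, 48 pairs had at least 5 reads. This lower number does not show why the pairs were left out, because the paper's own counts include shared tags. For example, its whole body counts give 2,557 reads on the 3' arms of both bmo-mir-2778a-1 and bmo-mir-2778a-2. Reads that the authors removed as rRNA, tRNA or repeats could not be told from the others without the genome. No biological explanation was tested.

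More silkworm-specific genes were found in the anterior-middle silk gland (187) than in the whole body (135). More clean reads alone would make the numbers equal at equal clean reads, yet 171 genes remained in the median of the draws at the depth of the whole body, and 158 in the lowest. The draws do not equalise the reads left for hairpins other than bmo-mir-1. That gene took 91.4% of the hairpin reads in the whole body and 0.831% in the anterior-middle silk gland. Depth on the other hairpins is thus not excluded. A gene list drawn mostly from the anterior-middle silk gland library would favour that library. Among the 21 genes that the paper lists in the posterior silk gland alone, 11 were found in the whole body and 19 in the anterior-middle silk gland library at the same depth (15 to 20 over the draws), which speaks against the origin of the list as the whole cause. The 21 are not independent. Some, such as bmo-mir-2849-1, bmo-mir-2849-2 and bmo-mir-2849-3, have 0 reads on tags of their own. The depth on hairpins other than bmo-mir-1, a larger share of miRNA-sized reads of other origin, the tissue and the preparation of the library remain open.

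Hairpins of silkworm-specific genes in transposable elements carried reads of other lengths than the conserved ones in the whole body. Reads of 24 to 30 nt that only overlap the hairpin were 61.1% there, so such reads are a possible explanation for part of the whole body signal. A single tag of 28 nt gave 31.1% of all reads on these hairpins, and over distinct tags 24 to 30 nt made up only 34.7% and 20 to 23 nt 54.6%. By reads, 24 to 30 nt made up 12.9% in the anterior-middle silk gland and 7.38% in the posterior silk gland, which speaks against the same explanation for the silk glands. In the glands the lengths differed at the short end. Reads of 18 to 19 nt were 13.3% against 3.06% on the conserved hairpins in the anterior-middle silk gland, and 38.8% against 3.48% in the posterior one. On silkworm-specific hairpins outside transposable elements they were 29.3% and 34.4%, so short reads are not particular to transposable elements. There, 1 tag of 19 nt on bmo-mir-2766 gave 27.9% and 32.6% of all reads. The source of these short reads was not tested. Whether the 20 to 23 nt reads in the glands come from miRNA processing was not tested.

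bmo-mir-1 stood at 692 RPM in the anterior-middle silk gland and 333 in the posterior silk gland, 0.277% and 0.133% of its level in the whole body. RNA from body tissue outside the gland would bring all abundant miRNAs of the body along, so none of them may fall further than bmo-mir-1. Of 55 other miRNA genes with at least 100 reads in the whole body, 0 fell further in the anterior-middle silk gland by more than counting error, and for 41 of them a count of 0 would have done so. RNA from body tissue outside the gland thus remains possible for the bmo-mir-1 reads of the anterior-middle library, as does expression in the gland, which was not tested. In the posterior silk gland only 27 of the 55 had enough reads for such a test, and the question stays open there.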
